A study of Mus musculus with 4 samples. Its data were reported in "LKB1 drives stasis and C/EBP-mediated reprogramming to an alveolar type II fate in lung cancer" (2022).

How the data were processed

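Droplet-based 3′ single-cell RNA-seq was performed by the authors on viable cells from dissociated lung tumors of 2 Restored and 2 Non-Restored mice. The authors aligned reads to mm10 with added GFP and TdTomato features and deposited UMI counts per gene and cell made with Cell Ranger 3.0.2, per the file header. Whether libraries were thinned to equal depth when they were joined is not given in the sources used here. The deposited matrix held 20351 cells, each with at least 500 UMIs; 52 cells had under 200 genes, so the study's cell filter had not been applied to it. Cells carried only a column number, and no column of another sample was present.

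Cells with at least 200 genes were kept. The study's upper cut-offs were percentiles it did not state, and the 98th percentile of genes per cell (2713) and of the mitochondrial share over 13 genes (13.4%) was used, which left 19488 cells. The study also left out tdTomato-positive cells outside the epithelium, and this step was not applied here. Counts were log-normalized in Seurat 5.3.0 (R 4.3.3), 2000 variable genes were taken, depth was regressed out, and cells were clustered on 25 dimensions at a Louvain resolution of 0.1. Stk11, TdTomato and GFP were left out of the variable genes; leaving out the reporters was decided after the data were seen. The epithelial-like cluster was clustered again on 15 dimensions at a resolution of 0.3 without the held-out ATII, ATI, transitional, regulator and cell-cycle genes. Doublets were not removed in the main setting. Scrublet (scanpy 1.11.5, expected rate 6%) called 181 of 20299 cells, or 0.892%, and their removal was an alternative. The pooled matrix mixes libraries, which Scrublet does not model.

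Marker lists were fixed before the data were examined, while the scoring was written after a first look at the clusters. A cluster took the list with the highest mean log2 fold against all other cells (pseudocount 10 CPM) among lists with at least 3 markers raised and detected in 10% of its cells. It stayed unnamed if cell-cycle genes or more markers of another class were among its top 10 genes. In the epithelium this same scoring was tried first. It called sub-clusters 1 and 3 ATII-like and left the 279 cells of sub-cluster 2 unnamed, since transitional and ATI markers competed. It was replaced, after that outcome was seen, by a count that follows the wording of the fixed rule more closely: most of the 10 ATII or of the 10 ATI markers raised, again with the check on the top 10 genes. The ATI-like name, and the unnamed state of sub-cluster 3, rest on that change. That unnamed state also rests on leaving out the part of the fixed rule that names an indeterminate state. Names are rebuilt here, so differences from the study may come from them.

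UMIs were summed per class and divided by the class total to give CPM, the UMIs of a gene scaled to a common total, with exact Poisson 95% intervals. Shares have exact Clopper-Pearson binomial intervals, and ratios of 2 sums have exact conditional intervals. All cover counting error only. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, leaving out shallower cells (406 of 412 ATII-like, 269 of 279 ATI-like and 702 of 1798 neutrophil-like cells were deep enough, for example), and are given unthinned too. Where 0 UMIs were seen, 3 UMIs set the limit. No test between Restored and Non-Restored mice was run.

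Ratios were tested on simulated data for ATI-like over ATII-like cells, with 200 of 2380 genes changed. The intervals held the simulated value in 95.8%, and 100% of the changed genes were recovered with the right sign. All simulated cells of a group shared 1 profile, as the intervals assume, and only genes at 50 CPM or more were simulated. This checks the computation, and not how the intervals perform for unlike cells or for genes with few UMIs. In 412 cells simulated from 1 profile at the depths of ATII-like cells, clustering gave 1 cluster at resolutions 0.2, 0.3 and 0.5. The simulated cells differed by counting noise only, and fewer were clustered than the 946 real ones. This cannot show whether the sub-clusters exceed differences between mice or libraries.

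Genes named in the text come from the fixed lists, from cluster identities, and from a rule: the 5 genes in each direction with the largest log2 CPM ratio between ATII-like cells and the sub-cluster with the lowest summed ATII markers, among genes outside the variable genes and at 50 CPM or more in either; a pseudocount of 10 CPM ranked them. Alternatives were a minimum of 500 genes, no upper cut-offs or 95th percentile ones, a resolution of 0.3 and 15 dimensions over all cells, depth not regressed out, Scrublet doublets removed, epithelial resolutions of 0.2 and 0.5, 6 epithelial dimensions, held-out genes kept, and thinning to 500 or 2000 UMIs or not at all. Keeping the reporters in the clustering, and naming without the check of the top genes or by the scoring first tried, were added after the data were seen. Coordinates of Stk11 come from GENCODE vM21 on mm10.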

Results

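Single-cell RNA sequencing was carried out on total viable cells dissociated from lung tumors of 4 mice. The tumors carried a conditional allele of Lkb1 (gene symbol Stk11), a kinase gene whose loss accelerates lung tumor growth. In this allele, called XTR, Cre recombinase inverts a gene trap that stops Lkb1 transcription and expresses GFP, and the FLPo-ERT2 recombinase removes the trap after tamoxifen. A separate Cre-dependent allele marks recombined cells with tdTomato. All mice received tamoxifen for 2 weeks. The 2 Restored mice carried FLPo-ERT2 and the 2 Non-Restored mice lacked it. The deposited counts of all mice formed 1 matrix of 20351 cells and 31055 features with 58624795 unique molecular identifiers (UMIs), a median of 1960 UMIs and 857 genes per cell. The depth of each mouse is not given here because no file used here maps cells to mice.

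The comparison the study was built for, Restored against Non-Restored within each cell class, was not run for the same reason. Cells were not assigned to a mouse by their order or by their values. The pooled matrix counts as 1 sample without replicates, so no test between groups and no p-value is given. Each value is followed by its exact 95% interval, which covers counting error only and not the spread between mice. Any difference between cell classes can also reflect unequal contributions of the 4 mice to those classes.

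The first question was which immune, stromal and epithelial populations the dissociated tumors held. After filtering, 19488 cells remained, with a median of 1949.5 UMIs and 853 genes. T or NK-like cells made up 30.8% of them (95% interval 30.2 to 31.5), interstitial macrophage-like cells 14.0% (13.5 to 14.5), B or plasma-like cells 11.1% (10.7 to 11.6) and alveolar macrophage-like cells 11.1% (10.6 to 11.5). Endothelial-like cells accounted for 9.58% (9.17 to 10.0), neutrophil-like cells for 9.23% (8.82 to 9.64), and monocyte or dendritic-like cells for 6.30% (5.96 to 6.65). The epithelial-like cluster held 946 cells, or 4.85% (4.56 to 5.17). Mast cell or basophil-like cells were rare, at 177 cells or 0.908% (0.780 to 1.05), as were stromal-like cells, at 161 cells or 0.826% (0.704 to 0.963), and a ciliated or club-like cluster of 22 cells. A cluster of 225 cells was led by cell-cycle genes and stayed unnamed. It had 80.1 CPM of TdTomato and 0 GFP UMIs, and no such unnamed cluster was set apart without upper cut-offs, without depth regression or after removal of Scrublet doublets. The alternative that moved these shares most was a minimum of 500 genes per cell, under which the neutrophil-like share was 4.16%; the median neutrophil-like cell had 457 genes.

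**Figure D1:**
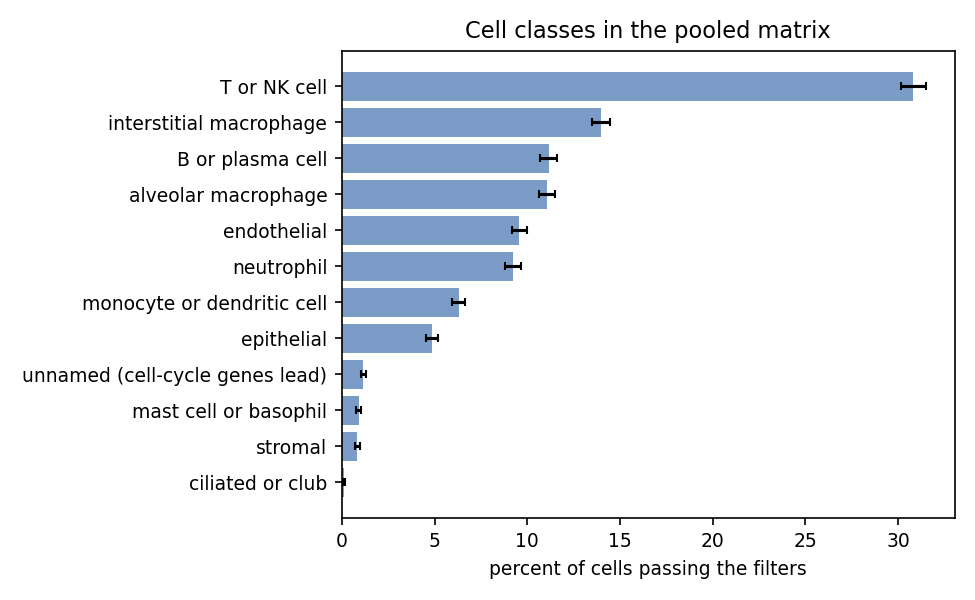
Share of each cell class among the 19488 cells that passed the filters (x axis, percent of cells; y axis, class). Bars are shares and error bars are exact 95% binomial intervals for counting error only. T or NK-like cells are the largest class at 30.8%, and the epithelial-like class holds 4.85%.

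Stk11 was examined per class because it is the gene trapped and restored. Stk11 (ENSMUSG00000003068) lies on chromosome 10 at positions 80115803 to 80130682 of mm10, on the plus strand, and its 3′ end overlaps that of Cbarp, a gene on the opposite strand. The whole matrix held 1245 Stk11 UMIs in 1147 cells. In epithelial-like cells the level was 22.1 CPM (95% Poisson interval 17.6 to 27.4, from 83 UMIs). The interval for interstitial macrophage-like cells (19.1 to 24.4, around 21.6 CPM) overlapped it, as did those for T or NK-like cells (18.8 CPM, 16.2 to 21.7) and alveolar macrophage-like cells (16.0 CPM, 13.7 to 18.5). Neutrophil-like cells stood apart at 55.0 CPM (45.4 to 66.1, from 114 UMIs), although their Stk11 UMIs per cell (0.0634) were fewer than those of epithelial-like cells (0.0877). After each cell was thinned to 1000 UMIs, 2.23% of 895 epithelial-like cells (1.37 to 3.43) and 5.41% of 702 neutrophil-like cells (3.86 to 7.35) had a Stk11 UMI. Without thinning the shares were 8.25% and 5.84%, at median depths of 3685 and 885.5 UMIs. No class that lacks Stk11 was at hand as a background. Each level pools Restored and Non-Restored mice, so the epithelial value describes neither trapped nor restored cells. The study reported for this dataset that Lkb1 rose with restoration in every compartment. The level of each class therefore also depends on its mix of mice, which is unknown here. The epithelial share depended mostly on the thinning depth and was 1.16% at 500 UMIs.

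**Figure D2:**
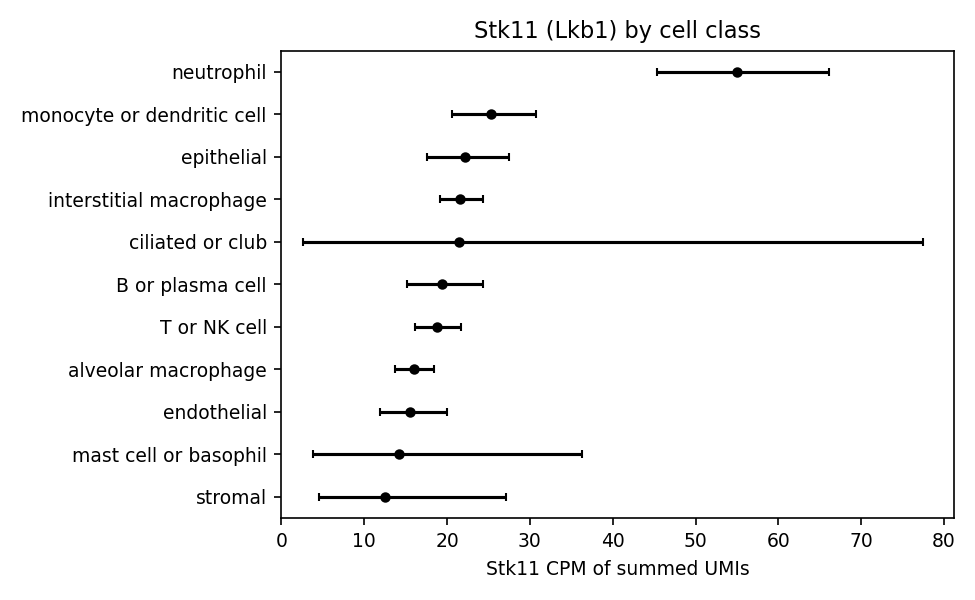
Stk11 level in each named cell class (x axis, CPM of the UMIs summed over a class; y axis, class). Points are CPM and error bars exact 95% Poisson intervals for counting error only. The neutrophil-like class lies at 55.0 CPM, and the ciliated or club-like class has a wide interval because it holds 22 cells.

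The epithelial-like cells were then divided to ask which alveolar states they held. Clustering without the genes reported below gave 5 sub-clusters. Sub-cluster 1 had all 10 alveolar type II (ATII) naming markers raised and was called ATII-like; it held 412 of 946 cells, or 43.6% (40.4 to 46.8). Sub-cluster 2 had 6 of 10 alveolar type I (ATI) markers raised, together with 6 markers of a shorter transitional list. It was called ATI-like, with 279 cells or 29.5% (26.6 to 32.5). The naming could give only the ATII-like or ATI-like name, so it does not weigh ATI against transitional identity. Without upper cut-offs, the scoring first tried called the ATI-like sub-cluster of 304 cells transitional. The other sub-clusters, of 185, 50 and 20 cells, had most markers of neither list and stayed unnamed. The summed CPM of the ATII markers in sub-cluster 3 (148804) was close to that of ATII-like cells (152135), and so was that of the held-out ATII genes (25607 CPM against 26617 CPM), although 4 of the 10 markers were raised. Of the single held-out ATII genes, however, Hc (147 CPM against 343 CPM) and Etv5 (77.3 CPM against 190 CPM) were lower there. Lyz2 (3985 CPM against 5302 CPM) and Cxcl15 (4848 CPM against 6126 CPM) were lower as well. Sftpa1 alone was higher (16549 CPM against 14656 CPM), and it kept the held-out sum close. Genes of myeloid cells such as S100a8 and C1qa led sub-cluster 4. The fixed rule did hold a criterion for an indeterminate state, but the naming left it out, so no sub-cluster was called indeterminate. The criterion asked for most of neither list, ATII markers below those of ATII-like cells, and no markers of another class leading. Sub-cluster 3 would meet it, by a narrow margin in the summed markers. Whether sub-cluster 3 is the indeterminate state of the study was not tested. The ATII-like share depended on the naming. It was 63.1% (59.9 to 66.2) under the scoring first tried, which also gave the name to sub-cluster 3. At an epithelial resolution of 0.5 it was 6.55% with the check of the top genes and 42.8% without it.

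ATII genes held out of the clustering were lower in ATI-like than in ATII-like cells. Their summed level was 12405 CPM in ATI-like and 26617 CPM in ATII-like cells, a log2 ratio of -1.10 (-1.13 to -1.07). A minority of the ATI-like cells carried this sum: 56 of the 279 held 93.8% of its UMIs, and the median cell had 473 CPM, against 21650 CPM in ATII-like cells. For single genes summed over all cells, Hc had a log2 ratio of -2.13 (-2.49 to -1.79), Cxcl15 of -1.51 (-1.58 to -1.44), Etv5 of -1.46 (-1.85 to -1.08), Lyz2 of -1.38 (-1.45 to -1.31) and Sftpa1 of -0.86 (-0.90 to -0.82). The held-out ATI genes Hopx and Ager were higher in ATI-like cells, with log2 ratios of 4.59 (4.24 to 4.96) and 1.69 (1.60 to 1.79). The transitional genes Krt19 and Krt8 were also higher there, at 2.73 (2.50 to 2.96) and 1.96 (1.82 to 2.10). The size of the summed ATII difference depended on the settings and reached -3.24 when depth was not regressed out, or -2.92 with names given without the check of the top genes.

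Cebpa, which encodes a C/EBP transcription factor, was at 55.3 CPM in ATI-like and 186 CPM in ATII-like cells, a log2 ratio of -1.75 (-2.19 to -1.34). Cebpd and Cebpg were lower in ATI-like cells as well, at -0.97 (-1.30 to -0.65) and -0.76 (-1.24 to -0.30), but the interval of Cebpg included 0 in 3 of the 10 alternatives that changed the sub-clusters. In 2 of these 3 it lay off 0 when names were given without the check of the top genes. Cebpb was alike within counting error (0.03, -0.30 to 0.36). Nkx2-1 (0.20, -0.03 to 0.43), Ddit3, Stk11, Sox9, Wnt5a, Sik2 and Sik3 had intervals that included 0, and Wnt5a rested on 2 UMIs in ATI-like and 11 in ATII-like cells. Under alternatives, however, Sox9 was higher in ATI-like cells in 4 of 10, with a ratio of up to 1.84 (0.81 to 2.95) under 95th percentile cut-offs, and Nkx2-1 was higher in 3 of 10. Sik1 was higher in ATI-like cells (0.92, 0.34 to 1.49). The share of ATII-like cells with a Cebpa UMI was 16.3% (12.8 to 20.2) after thinning to 1000 UMIs and 51.9% without thinning.

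**Figure D3:**
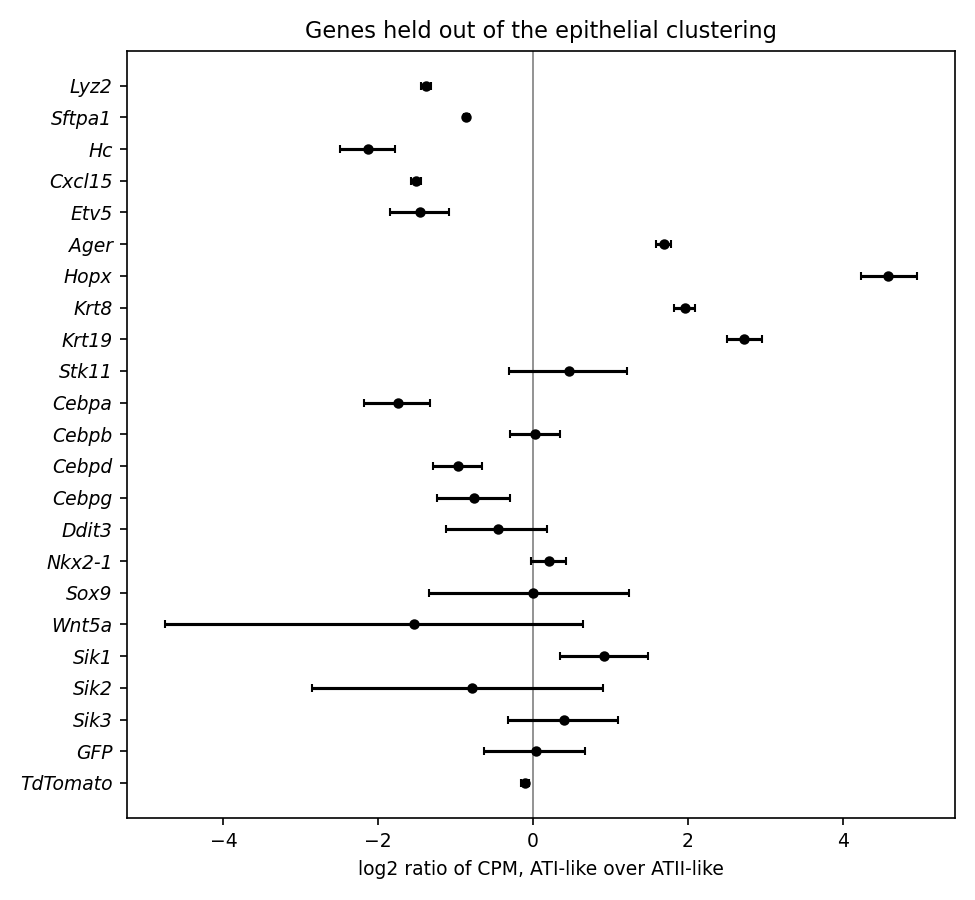
Log2 ratio of CPM in ATI-like over ATII-like cells (x axis) for genes and reporters held out of the epithelial clustering (y axis). Points are ratios of UMIs summed over 279 and 412 cells, error bars are exact conditional 95% intervals for counting error only, and the vertical line marks no difference. Cebpa and the ATII genes Lyz2, Sftpa1, Hc, Cxcl15 and Etv5 lie left of the line, and Hopx lies farthest right at 4.59.

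Cell-cycle genes were low in both states. Their summed level was 77.4 CPM (61.1 to 96.7) in ATI-like and 43.1 CPM (34.2 to 53.6) in ATII-like cells, a log2 ratio of 0.84 (0.37 to 1.31), which under 95th percentile cut-offs was 0.43 (-0.11 to 0.97) and without depth regression or the check of the top genes 0.41 (-0.05 to 0.86). Neutrophil-like cells, taken as a background, had 29.9 CPM (22.9 to 38.4), and the unnamed cell-cycle cluster had 3442 CPM. This background is near the low end of the classes. Only the 22 ciliated or club-like cells were lower (10.7 CPM), while T or NK-like cells had 102 CPM and alveolar macrophage-like cells 146 CPM. After thinning to 1000 UMIs, 0 of 406 ATII-like cells had UMIs of at least 2 listed genes, against 1 of 269 ATI-like cells; without thinning the shares were 0.728% and 2.87%. A difference in the share of such cells was not detectable at this depth.

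By the rule fixed for naming further genes, ATII-like cells were compared with the sub-cluster that had the lowest summed ATII markers, which was sub-cluster 5 with 20 cells and 29145 CPM. Among genes left out of its clustering, Gng13 (386 CPM against 0 UMIs), Sox9 (284 CPM against 9.05 CPM), Dmbt1, Csrp2 and Zdhhc2 were higher there. Dmbt1, Csrp2 and Zdhhc2 rested on 6 UMIs each. Lyz2 (45.5 CPM against 5302 CPM), Hc, Etv5, Irx2 and Irx5 were lower, and the last 4 had 0 UMIs in these 20 cells, which allows up to 34.1 CPM. In 5 of the 10 alternatives these cells formed no sub-cluster of their own, and at least 18 of the 20 joined the ATI-like cells.

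The feature table also held the reporters TdTomato and GFP, with classes outside the epithelium as the background. TdTomato reached 5652 CPM (5577 to 5729) in epithelial-like cells and 2656 CPM (2626 to 2686) in alveolar macrophage-like cells. Among the other classes it ranged from 95.2 CPM in B or plasma-like to 209 CPM in neutrophil-like cells, apart from 375 CPM in the 22 ciliated or club-like cells. After thinning to 1000 UMIs, 84.8% of alveolar macrophage-like cells had a TdTomato UMI, against 94.5% of epithelial-like and 8.12% of interstitial macrophage-like cells. Without thinning the shares were 93.6%, 97.0% and 26.5%, at median depths of 5410, 3685 and 4345 UMIs. GFP was at 32.0 CPM (26.5 to 38.2, from 120 UMIs) in epithelial-like and 6.23 CPM (4.86 to 7.86, from 71 UMIs) in alveolar macrophage-like cells. Interstitial macrophage-like cells had 2 GFP UMIs and each remaining class had 0. Between ATI-like and ATII-like cells the GFP log2 ratio was 0.03 (-0.63 to 0.68), so that no difference was detectable at this depth. Among the alternatives, TdTomato in alveolar macrophage-like cells moved most under 95th percentile cut-offs, to 2889 CPM.

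**Figure D4:**
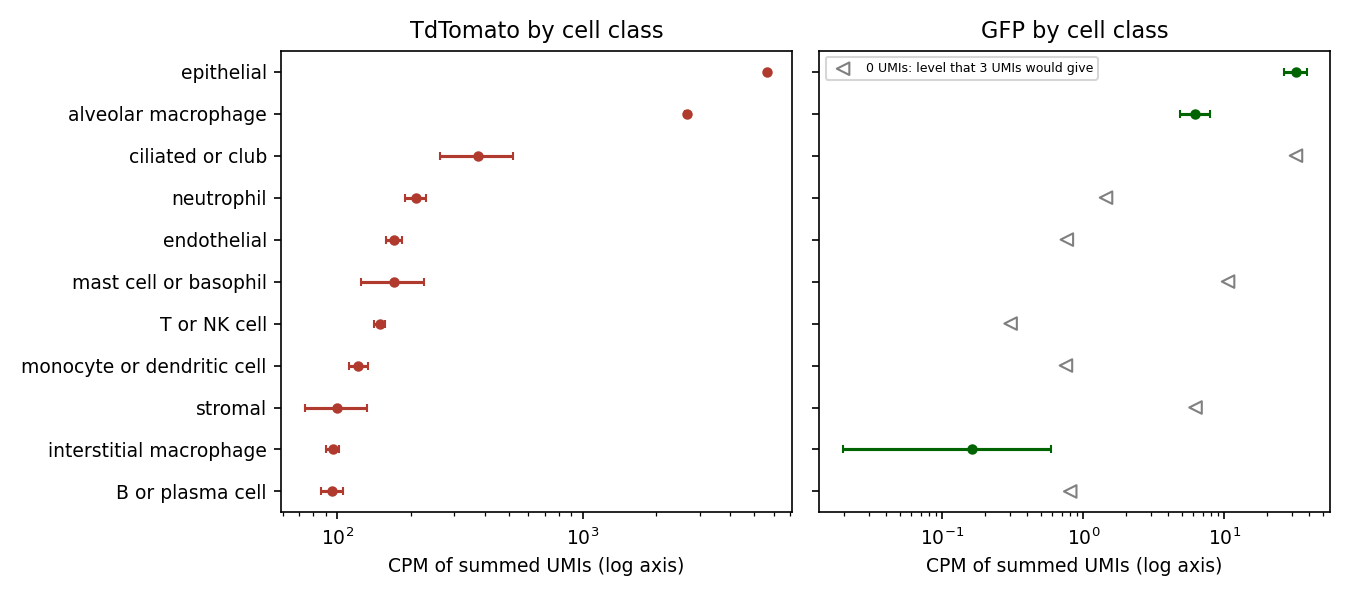
Level of TdTomato (left) and GFP (right) in each named cell class (x axes, CPM of summed UMIs on a log axis; y axis, class). Points are CPM with exact 95% Poisson intervals for counting error only, and open triangles mark classes with 0 UMIs at the level that 3 UMIs would give. Epithelial-like and alveolar macrophage-like cells lie at 5652 and 2656 CPM of TdTomato and are the classes with more than 2 GFP UMIs.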

Values the study reported

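For the total cell dataset the study kept cells with at least 200 features, used 2000 variable features and 25 dimensions, and clustered at a resolution of 0.1. The loading aimed at 8,000 recovered cells for each sample. In that dataset the study also described ATI-like, ATII-like and indeterminate neoplastic sub-clusters. It found the indeterminate one enriched in non-restored tumors and the ATII-like one in restored tumors. Among immune and stromal clusters, it reported a shift in abundance only for rare putative mast cells. In a separate dataset of sorted neoplastic cells, the study reported that the share of ATII-like cells rose 14-fold with restoration while that of indeterminate cells fell 8-fold.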

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

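The choices named here were made before the data were examined, except keeping the reporters in the clustering, which was added afterwards and left each result of the report within its counting interval, and naming without the check of the top genes or by the scoring first tried, also added afterwards. Of 271 values of the main results under the alternatives, 209 stayed within the 95% counting interval of the reported value, 62 moved beyond it, and 0 reversed. Only a log2 ratio whose reported interval lay off 0 could count as reversed, so shares and CPM values could not. Of the 209, 14 could not move, because resolution 0.3 over all cells and keeping the reporters left the epithelial sub-clusters as they were. Counts of alternatives for the sub-clusters are therefore given below over the 10 that changed them. Intervals of large classes are narrow, so small shifts count as moves. The causes were not tested unless stated.

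A minimum of 500 genes removes shallow cells by construction. It lowered the shares of neutrophil-like cells to 4.16%, B or plasma-like cells to 10.1% and T or NK-like cells to 29.9%. Alveolar macrophage-like cells rose to 12.7%, endothelial-like to 10.9%, epithelial-like to 5.29%, interstitial macrophage-like to 15.4% and monocyte or dendritic-like to 8.30%. Without upper cut-offs the shares were 11.7% for alveolar macrophage-like, 5.23% for epithelial-like, 14.6% for interstitial macrophage-like and 5.61% for monocyte or dendritic-like cells, TdTomato in alveolar macrophage-like cells was 2544 CPM, and the Cebpa log2 ratio was -1.10. With 95th percentile cut-offs the shares were 10.2% for B or plasma-like, 32.4% for T or NK-like, 9.50% for alveolar macrophage-like and 9.81% for neutrophil-like cells. TdTomato in alveolar macrophage-like cells was then 2889 CPM and found in 86.8% of thinned cells, the ATII-like share was 38.2%, and the log2 ratio of the held-out ATII genes was -1.81. The cell-cycle ratio fell to 0.43, with an interval that included 0.

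Resolution 0.3 over all cells gave 13.3% interstitial macrophage-like and 7.03% monocyte or dendritic-like cells. With 15 dimensions, monocyte or dendritic-like cells were 5.86%, stromal-like cells 0.698% and the held-out ATII ratio -1.17. Without depth regression the shares were 31.5% for T or NK-like, 7.10% for monocyte or dendritic-like and 0.698% for stromal-like cells, TdTomato in epithelial-like cells was 5570 CPM, the ATII-like share was 12.0% and the held-out ATII ratio -3.24; a sub-cluster of 362 cells with 9 of 10 ATII markers raised lost its name to the check of the top genes. Removal of Scrublet doublets gave 31.8% T or NK-like cells and a held-out ATII ratio of -1.22.

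At epithelial resolution 0.5 the ATII-like state held 6.55% of epithelial-like cells, with 26.5% ATI-like, a held-out ATII ratio of -2.79 and a Cebpa ratio of -2.59. The held-out ATII genes in ATI-like cells were at 5341 CPM there and at 3763 CPM without depth regression, where the Lyz2 ratio was -7.39 and the Hc ratio -7.99. At epithelial resolution 0.5, a sub-cluster of 343 cells with 10 of 10 ATII markers raised lost its name. A monocyte marker and no ATII marker was among its top 10 genes, so the fall in share at this resolution comes from the naming check. Resolution 0.2 gave a held-out ATII ratio of -1.15. With 6 dimensions the ATII-like share was 39.7% and the ratio -1.58. With the held-out genes kept, the ratio was -2.10 and the Cebpa ratio -2.26. The summed held-out ATII genes, Cebpa and Cebpd stayed lower in ATI-like cells, with intervals off 0, under each of the 10 alternatives.

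Without the check of the top genes, names changed in 3 settings. At epithelial resolution 0.5 the ATII-like share was then 42.8%, within the reported interval, with 26.5% ATI-like, a held-out ATII ratio of -2.33 and a Cebpa ratio of -2.47. Without depth regression the ATII-like share was 50.1%, the held-out ATII ratio -2.92 and the cell-cycle ratio 0.41, with an interval that included 0 (-0.05 to 0.86). With 95th percentile cut-offs they were 61.3% and -1.86, and the cell-cycle ratio was 0.16, again with an interval that included 0. The scoring first tried changes names in the main setting, where the check does not: it gave an ATII-like share of 63.1%.

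Some calls and small clusters did not hold. The Cebpg ratio had an interval that included 0 without upper cut-offs (-0.11), without depth regression (-0.27) and at epithelial resolution 0.5 (-0.28). Without the check of the top genes it lay off 0 in the latter 2, at -0.60 (-1.10 to -0.12) and -0.70 (-1.22 to -0.21). Sox9 was higher in ATI-like cells with 95th percentile cut-offs (1.84), at epithelial resolution 0.2 (1.81), without upper cut-offs (1.24) and with 6 dimensions (1.22). In each of these 4 settings at least 18 of the 20 cells of sub-cluster 5 fell into the ATI-like sub-cluster, as they also did without depth regression, where Sox9 was 0.76 (-0.20 to 1.77) with the check and 1.62 (0.80 to 2.45) without it. Nkx2-1 was higher in 3 of the 10 alternatives, Cebpb in 1, and Ddit3 was lower in 1. No unnamed cluster was set apart without upper cut-offs, without depth regression or after Scrublet, and no ciliated or club-like cluster with 95th percentile cut-offs.

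Shares of cells with a UMI follow the thinning depth by construction. Stk11 was found in 1.16%, 4.77% and 8.25% of epithelial-like cells at 500 UMIs, at 2000 UMIs and without thinning. TdTomato was found in 68.0%, 91.9% and 93.6% of alveolar macrophage-like cells, and Cebpa in 8.98%, 31.6% and 51.9% of ATII-like cells. Of 371 values for other genes and classes, 88 moved and 0 reversed. Ratios whose reported interval included 0 could not count as reversed, although some changed sign. Wnt5a, for example, went from -1.54 to 0.40 without upper cut-offs, and Stk11 from 0.46 to -0.21 without depth regression.

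The test of Restored against Non-Restored mice was not run, and with it DESeq2 in place of edgeR, no filter on low counts, and leaving out each mouse, because cells are not mapped to mice in the files used here. No paired analysis was possible because no group test was made. Depth limits the ratios that rest on few UMIs, such as Wnt5a (2 and 11 UMIs in ATI-like and ATII-like cells), Sik2 (4 and 13) and Sox9 (9 and 17).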

Other observations

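All tests in this part were chosen after the result they bear on was seen, and cells were not assigned to mice, so no biological explanation in terms of Lkb1 restoration was tested.

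TdTomato was abundant in alveolar macrophage-like cells, with a median of 14 UMIs per cell and quartiles of 8 and 20. Free RNA would give all classes a like low level, but TdTomato was 12.7 times higher than in the highest of the other named non-epithelial classes. Epithelial RNA from doublets or engulfed tumor cells would bring surfactant transcripts along. TdTomato reached 47.0% of its epithelial CPM in these cells, while Sftpc, Sftpb, Cxcl15 and Sftpa1 each reached at most 0.0744%. Depth per cell does not account for it either, since 84.8% of these cells had a TdTomato UMI after thinning to 1000 UMIs against 8.12% of interstitial macrophage-like cells. A hypothesis that remains is that Cre recombined these macrophages. It predicts that GFP, the other Cre-dependent reporter, is raised there too, and its log2 ratio over the other named non-epithelial classes was 6.84 (4.93 to 9.91), with 71 against 2 UMIs. Reads of another transcript counted as TdTomato were not tested. The study left out tdTomato-positive cells outside the epithelium, so shares of alveolar macrophages here and there have different denominators.

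Stk11 had a higher CPM in neutrophil-like cells than in the other classes. Free RNA is argued against, since a mix of the other classes could not exceed the highest of them, and the log2 CPM ratio over monocyte or dendritic-like cells, the highest other class of over 100 cells, was 1.119 (0.72 to 1.52). This ratio replaced an earlier test, chosen once that one had left the question open: at 500 UMIs per cell, the shares with a Stk11 UMI overlapped (2.61%, 1.93 to 3.46, against 1.38%, 0.808 to 2.21). At 1000 UMIs they did not (5.41%, 3.86 to 7.35, against 2.56%, 1.75 to 3.62). The 22 ciliated or club-like cells, with 2 Stk11 UMIs, have too wide an interval (2.60 to 77.5 CPM) to be compared. Low RNA content per cell stays open, because the other classes lie on both sides: the Stk11 UMIs per neutrophil-like cell were 0.0634 (0.0523 to 0.0762), more than in T or NK-like (0.0308, 0.0265 to 0.0356), B or plasma-like (0.0331, 0.0259 to 0.0417) and endothelial-like cells (0.0327, 0.0250 to 0.0420), and fewer than in interstitial macrophage-like cells (0.0979, 0.0865 to 0.110). The first test of this took the median of the other classes (0.0598), which lies between these groups and decides nothing.

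At epithelial resolution 0.5, the 62 cells with the highest summed ATII markers had 3 GFP UMIs (7.85 CPM, 1.62 to 23.0), and the 343 cells of the largest sub-cluster had 55 (37.6 CPM, 28.3 to 49.0). Low GFP did not follow the ATII markers alone: a sub-cluster of 84 cells with ATII markers at 136600 CPM had 0 GFP UMIs (up to 18.8 CPM), and one of 136 cells with 153230 CPM had 39.8 CPM of GFP. A similar sub-cluster of 114 cells appeared without depth regression, with 4 GFP UMIs (5.28 CPM). These sub-clusters were chosen among many after their GFP levels were seen. Cells without a recombined reporter are argued against, since the log2 GFP ratio was -2.15 (-4.47 to -0.53) among cells with at least 5 TdTomato UMIs. A general drop of transgene transcripts cannot be told apart from a GFP-specific one: TdTomato fell too, with a log2 ratio of -1.20 (-1.29 to -1.11), inside the interval of the GFP ratio (-4.58 to -0.64). Whether the gene trap had been removed in these cells therefore stays untested.

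The cluster called mast cell or basophil-like may hold mostly basophils. All 4 basophil-only markers were raised, led by Mcpt8 at 2266 CPM against 6.04 CPM in all other cells, and 0 of the 5 mast-only markers were raised and detected in 10% of cells. Without the detection minimum, 2 of the 5 mast-only markers were raised: Cma1 (42.5 CPM against 5.33 CPM) and Kit (67.3 CPM against 25.1 CPM). Mcpt4, which the pseudocount of 10 CPM kept out, was at 7.08 CPM against 0.0756 CPM, from 2 and 4 UMIs. Some mast cells in the cluster are thus not excluded. Tpsb2 and Tpsab1 had 0 CPM in every kept cell.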
